A study of Mus musculus with 2 samples. Its data were reported in "Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils" (2023).

How the data were processed

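Cells of C57BL/6J wild-type mice with 2 infections with Nb were pooled after hashtag labelling, and 1 cDNA library and 1 hashtag library were sequenced. The 4 hashtags marked skin basophils, bone marrow basophils, spleen-labelled basophils and whole skin cells, as given in the labels. The authors trimmed the reads with Cutadapt and aligned them with Bowtie2 to mouse Ensembl RNA sequences (release 101). They counted reads per gene and barcode with a modified BD Rhapsody workflow, and kept barcodes above the inflection of the knee plot. The deposited matrices hold whole-number counts of reads per gene and cell barcode. These are reads and not molecular identifiers. The authors called the origin of each cell and doublets from normalised hashtag reads, and subtracted background reads that stem from RNA diffusion in the cartridge (distribution-based error correction). A deposited table of hashtag counts gives the reads of each hashtag per barcode.

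The corrected matrix held 27606 genes and 18289 barcodes with 385548642 reads, and the uncorrected matrix 34462 genes and 18295 barcodes with 386073252 reads. The correction lowered 86 genes and raised none. It set low entries to 0, up to a threshold that differed between genes from 4 to 50 reads. Of the study genes only Mcpt8 (entries up to 18 reads) and Prss34 (up to 25 reads) were lowered. Cells with a single hashtag were analysed as the deposited calls give them (17668 cells), with no further filter, and 491 hashtag doublets and 130 barcodes with no hashtag were left out. No other doublets were removed, since scrublet (scanpy 1.11.5) marked 1 of the 17668 cells at its own threshold and so did not work on these data. As an alternative, the 5% of cells of highest score (884 cells) were left out. Reads per cell ran from 1758 to 423876 in the cells analysed.

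Cells were clustered with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5) and mostly with the settings of the study. Counts were log-normalised to 1000000 reads. The 2000 most variable genes (vst) were used after leaving out 13 study genes, 43 S phase genes, 54 G2M phase genes and 41 chromosome segregation genes, so that clusters were built without the genes reported. Total reads and the difference of the G2M and S scores were regressed out, and 20 principal components and a resolution of 0.2 were used. The study clustered bone marrow and skin only, described no removal of listed genes, and chose its components by a jackstraw test. Here all 4 hashtags were clustered and the number of components was fixed. Clusters were named from marker genes fixed in advance. A marker was high at 50 reads per 1000000 reads (RPM) or more and 4 times the level of the lower clusters (the 25th percentile over clusters), and a name needed at least 3 high markers. A name was withheld where more markers of another class than of its own were among the 10 leading genes by fold, with 10 RPM added. These levels, and the choice of clusters over which the leading genes were taken, were set after the clusters had been seen. Basophil-like clusters were clustered again with the same settings, a step that the study did not describe for the infected mice analysed here. A sub-cluster with at least 2 markers of another class among the genes leading it over the other sub-clusters, and more of these than of its own, was left out as mixed, a rule also set after the clusters had been seen. The sub-cluster with at least 3 of the 4 markers Clec12a, Fcer1a, Mcpt8 and Prss34 at their highest level was called pre-basophil-like, and the remaining sub-clusters Clec12a-low.

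Further steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Shares have exact (Clopper-Pearson) 95% binomial intervals, sums of reads exact Poisson intervals, and ratios of reads exact intervals from the binomial distribution. Intervals of medians over genes come from 200 Poisson redraws of the reads. All of these cover counting error only. For the share of cells with a Clec12a read, each cell was thinned without replacement to 4000 reads, the 10th percentile of reads per basophil-like cell rounded down to a multiple of 1000, and shallower cells were left out. Reads were summed per class and hashtag and given as RPM, and a sum under 3 reads was set to 3 reads in ratios. Each gene list was compared with 10000 random lists of the same size, drawn from 20 bins of mean expression. Skin was compared with bone marrow over genes with at least 100 RPM in either group that were read in at least 25% of its cells. Named genes were the 13 study genes and, in each comparison of skin with bone marrow, the 5 genes with the largest ratio in each direction. Each hashtag was 1 pooled sample, so no test was run and no p-value is given. The gene lists, marker genes, rule for the pre-basophil-like class, comparisons and named-gene rule were fixed before the data were examined. The letter case of 16 list symbols did not match the matrix and was corrected after a whole run with the first spelling had been seen, and the first spelling is kept as an alternative.

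The ratios and list percentiles were tested on simulated data, drawn as summed reads with Poisson error and without spread between cells. In these data, 200 genes of at least 100 RPM were changed 4-fold. All of these had the right sign, the median error was at most 0.0209 on the log2 scale, all 10 named genes were changed genes, and a raised list lay above all random lists. Of 50 unchanged lists per comparison, 0 to 3 lay at or above the 95th percentile and none above all random lists. Changes of 4-fold stand far outside Poisson error at these levels, so the simulation checks the calculation only. It does not cover spread between cells or smaller ratios. The alternatives were the uncorrected matrix, a resolution of 0.6, 10 principal components, no regression, all genes among the variable genes, a filter on cells (at least 500 genes and under 25% mitochondrial reads, which removed 257 cells), bone marrow and skin only (6755 cells), the gene lists in their first spelling, stricter or rescaled hashtag calls, other depths and thresholds for Clec12a, means over cells, and single sub-clusters in place of the class. Other scalings and thresholds of the hashtag reads were looked at before those given here were chosen, and they are not reported. The study's integration with cells of uninfected mice was not analysed here.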

Results

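To follow basophils through a repeated infection with the nematode Nippostrongylus brasiliensis (Nb), cells of C57BL/6J wild-type mice were sequenced as 1 pool. The mice had received 2 injections of 500 larvae, 18 days apart, and tissues were taken 2 days after the later one. Cells of each origin carried an antibody with its own DNA tag (a hashtag), and the pool was read by TAS-Seq, a single-cell RNA sequencing method that runs on microwell cartridges. Skin basophils, bone marrow basophils and spleen-labelled basophils had been enriched for CD49b, an integrin on the basophil surface, and then sorted as CD200R3+cKit- cells. Whole skin cells were labelled as mixed skin cells and are treated here as unsorted. The label of the spleen-labelled cells runs the words spleen and bone marrow together, and spleen is the remaining tissue that the series names. Each hashtag stood for 1 pooled sample, so there were no replicates and no test was made. Intervals are 95% intervals, exact for reads and cells and from Poisson redraws of the reads for medians over genes. They cover counting error only, and the values are reads, which are not independent molecules.

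The background-corrected matrix held 385548642 reads in 18289 barcodes, of which 17668 carried a single hashtag. There were 4493 skin basophils with a median of 11915 reads per cell, 2262 bone marrow basophils with 15218.5, 4434 spleen-labelled basophils with 11673.5 and 6479 whole skin cells with 17568. The corresponding totals were 80065442, 45577943, 76865542 and 173102112 reads. A further 491 barcodes were called doublets from their hashtags and 130 had no hashtag, and both sets were left out. The median number of reads of a cell's own hashtag was 35 in skin basophils, 68 in bone marrow basophils, 47 in spleen-labelled basophils and 682 in whole skin cells. Among cells called skin basophils, 69.0% (67.6 to 70.4) held more reads of another hashtag than of their own before scaling, and 45.9% (44.5 to 47.4) of spleen-labelled basophils did so, against 0.478% (0.325 to 0.678) of whole skin cells. The division by hashtag totals fixes these shares in part. The bone marrow hashtag had the largest total, so a bone marrow call required most unscaled reads, and the shares cannot be compared between hashtags. The alternative that moved the number of cells most was a hashtag with at least 5 times the unscaled reads of the next, which left 448 skin basophils.

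The first comparison was the share of basophil-like cells in each sorted or unsorted population. Clustering of all single-hashtag cells gave 9 clusters, of which 3 with 10605 cells were basophil-like by the marker genes Cd200r3, Mcpt8, Ms4a2, Cyp11a1, Gata2, Prss34, Il4 and Fcer1a. The others were named monocyte/macrophage-like (4632 cells), T cell-like (614), B cell-like (502), neutrophil-like (481) and fibroblast-like (374), and a cluster of 460 cells stayed unnamed. The 6755 bone marrow and skin cells on their own also gave 9 clusters, of which 4 were basophil-like. When the basophil-like cells were clustered again, sub-cluster 3 (443 cells) was led by macrophage genes such as Arg1, Csf1r and Mrc1 over the other sub-clusters and was left out. That rule, and the levels at which a marker counted as high, were set after the clusters had been seen. Summed over its cells, sub-cluster 3 also held the mast cell gene Mcpt4 at 169 RPM and the neutrophil gene S100a8 at 852 RPM, above the other sub-clusters. It made up 2.65% of skin basophils, 1.81% of bone marrow basophils, 2.55% of spleen-labelled basophils and 2.62% of whole skin cells. Of the sorted cells, 68.5% (67.1 to 69.9) of skin basophils, 92.1% (90.9 to 93.2) of bone marrow basophils and 82.1% (81.0 to 83.2) of spleen-labelled basophils were then basophil-like. The unsorted whole skin cells had a share of 21.0% (20.005 to 22.003). Monocyte/macrophage-like cells made up 17.3% of skin basophils, 3.45% of bone marrow basophils, 9.95% of spleen-labelled basophils and 51.5% of whole skin cells. With a hashtag of at least 5 times the unscaled reads of the next, the alternative with the largest effect on the sorted cells, the share in skin was 85.9%.

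**Figure D1:**
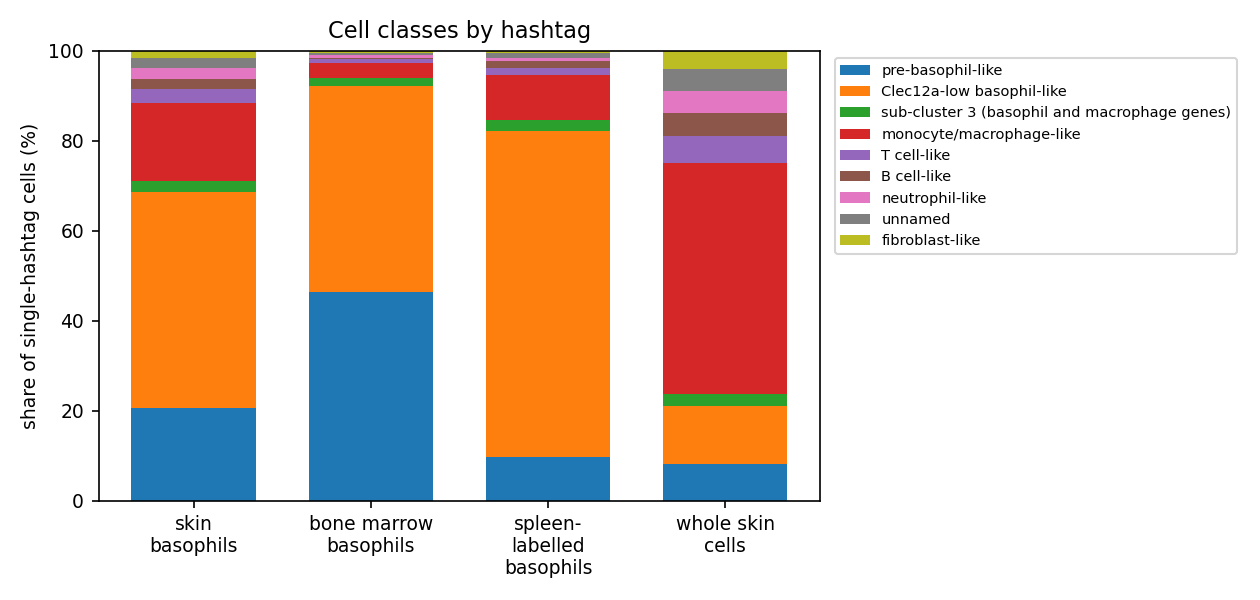
Stacked bars give the share of single-hashtag cells (%, y axis) in each class for the 4 hashtags (x axis), with the basophil-like cells divided into pre-basophil-like and Clec12a-low. Basophil-like cells reached 68.5% of skin basophils, 92.1% of bone marrow basophils and 82.1% of spleen-labelled basophils, all sorted, and 21.0% of the unsorted whole skin cells.

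The study asked whether pre-basophils, the CLEC12A-high cells upstream of mature basophils, are found in infected skin. Sub-clusters were built without the study genes and the proliferation genes listed for this comparison. Sub-cluster 1 (2926 cells) had the highest levels of all 4 markers of the class, Clec12a, Fcer1a, Mcpt8 and Prss34, and is called pre-basophil-like. These genes chose the class, and their levels in it are not a result. Genes that led sub-cluster 1 over the other sub-clusters included Mpo and the DNA replication genes Fbxo5, Pclaf, Lig1, Dut and Tyms. Its cells had a median of 20164.5 reads, against 9998 in the Clec12a-low cells. The Clec12a-low class held sub-cluster 0 (5279 cells), led by Dnase2b and the early response genes Zfp36, Egr1, Ier2 and Dusp5, sub-cluster 2 (1884 cells), led by Il4, Areg and Il13, and sub-cluster 4 (73 cells), led by interferon-induced genes such as Usp18, Rsad2 and Ifit1. Over the other sub-clusters, Cxcr2, a marker of neutrophils, was also among the leading genes of sub-cluster 0.

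Pre-basophil-like cells made up 29.9% (28.3 to 31.6) of the sorted basophil-like cells of skin (921 of 3078), 50.3% (48.1 to 52.4) of those of bone marrow (1047 of 2083) and 11.7% (10.7 to 12.8) of those labelled spleen (427 of 3641). In unsorted whole skin the share was 39.0% (36.4 to 41.7), or 531 of 1360 cells. The 4 intervals did not overlap. This order held in all 12 alternatives that gave values for the 4 hashtags. The alternative that moved a share most was a hashtag with at least 5 times the unscaled reads of the next, under which the share in skin was 19.7% (15.9 to 24.1). Among pre-basophil-like cells called skin, 58.2% held more bone marrow than skin hashtag reads, against 36.3% of the Clec12a-low cells called skin. A background level was set for each hashtag at the 95th percentile of cells that were not basophil-like and had a clear whole skin hashtag. That of the skin hashtag was 63 reads, above the median of 24 in pre-basophil-like cells called skin, so labelled cells can lie below it. Of all cells of sub-cluster 1, 4.07% (3.38 to 4.85) lay above the level of the skin hashtag and 19.1% (17.7 to 20.6) above that of the bone marrow hashtag, and in sub-cluster 2 the shares were 10.99% (9.61 to 12.5) and 5.10% (4.15 to 6.19).

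**Figure D2:**
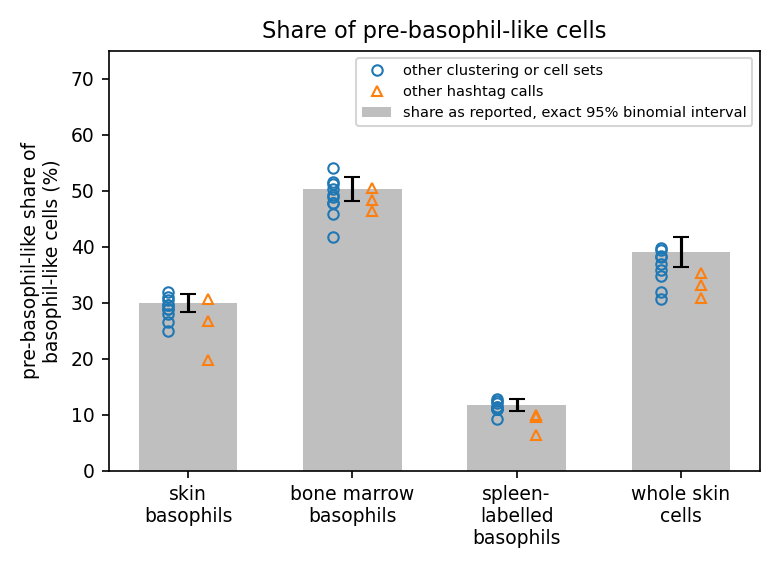
Grey bars give the pre-basophil-like share of basophil-like cells (%, y axis) with exact 95% binomial intervals for the 4 hashtags (x axis), and open symbols give the same share under the alternatives. The share was 50.3% in bone marrow, 39.0% in whole skin, 29.9% in sorted skin and 11.7% in spleen-labelled cells, and in sorted skin the alternatives ran from 19.7% to 31.8%.

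Clec12a was also counted without sub-clusters, as the share of basophil-like cells with at least 1 read after each cell had been thinned to 4000 reads. The share was 22.4% (20.9 to 24.0) in sorted skin, 36.9% (34.8 to 39.1) in sorted bone marrow, 10.7% (9.65 to 11.7) in spleen-labelled and 27.8% (25.3 to 30.4) in whole skin basophil-like cells. Shallower cells were left out, 240 of skin, 135 of bone marrow, 139 of spleen-labelled and 142 of whole skin. Without thinning the shares were 31.2%, 49.4%, 17.1% and 37.2%, at median depths of 11558.5, 15615, 11006 and 11499 reads. T cell-like, B cell-like and fibroblast-like cells were taken as the background at the same depth. Whether they lack the gene was not tested, so their shares may include true expression. The shares were 4.32% (2.79 to 6.37), 6.23% (4.03 to 9.13) and 3.17% (1.53 to 5.76). Median depths of these cells before thinning were 9290.5, 6266.5 and 49668.5 reads. All 4 basophil-like shares lay above these intervals. Summed over cells, Clec12a stood at 213 reads per 1000000 reads (RPM) in skin, 282 in bone marrow, 103 in spleen-labelled and 238 in whole skin basophil-like cells, which is the same order. A depth 3 times as high gave 48.9% in skin, 62.8% in bone marrow, 27.2% in spleen-labelled and 60.3% in whole skin cells, but in other sets of cells, since 1590, 770, 1981 and 712 shallower cells were left out. The cells kept had shares of 35.9%, 47.3%, 17.6% and 42.9% at 4000 reads.

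For the genes that the study plotted by cluster or discussed, reads were summed per class and hashtag and compared as RPM. Cd9 was lower in pre-basophil-like than in Clec12a-low cells, with a log2 ratio of -1.64 (-1.67 to -1.61) in skin (534 against 1662 RPM) and -1.24 (-1.27 to -1.20) in bone marrow (542 against 1277). Itga2, which encodes CD49b, was lower by a log2 ratio of -1.49 (-1.57 to -1.40) in skin and -1.26 (-1.35 to -1.18) in bone marrow. The cytokine genes were lower as well. The log2 ratio of Il4 was -4.33 (-4.38 to -4.28) in skin and -3.57 (-3.62 to -3.52) in bone marrow, that of Il13 was -3.45 (-3.55 to -3.35) and -2.60 (-2.70 to -2.50), and that of Il6 was -1.39 (-1.41 to -1.38) and -1.03 (-1.04 to -1.01). These ratios depend on the makeup of the Clec12a-low class, since all 3 cytokine genes were higher in sub-cluster 2 than in sub-cluster 0. Against sub-cluster 0 alone the log2 ratio was -1.03 in skin and -1.08 in bone marrow for Il4, -0.70 and -0.52 for Il13, and -0.24 and -0.50 for Il6. Sub-cluster 4 had 21 skin cells with 1 read of Il13, too few for a ratio of that gene.

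The study also discussed Cxcr4, a chemokine receptor, in pre-basophils. Its log2 ratio was 0.28 (0.22 to 0.34) in bone marrow, 0.64 (0.58 to 0.69) in skin, 1.18 (1.11 to 1.25) in spleen-labelled and 0.26 (0.17 to 0.34) in whole skin cells. In skin it went to -0.24 when the hashtag needed 5 times the unscaled reads of the next. Cd34 stood at 6.11 to 12.4 RPM in the classes of skin and bone marrow, with log2 ratios of 0.51 (0.26 to 0.77) in skin and 0.71 (0.38 to 1.05) in bone marrow. The ratio was 0.67 (0.30 to 1.03) in spleen-labelled and 0.01 (-0.36 to 0.38) in whole skin cells. Those of skin and bone marrow became -1.13 against sub-cluster 4 in skin, which held 11 reads of the gene, and -0.39 against sub-cluster 2 in bone marrow. Kit, excluded at the protein level by the sort, had 70 reads in pre-basophil-like and 155 in Clec12a-low skin cells, a log2 ratio of -0.72 (-1.14 to -0.30), and 77 and 10 reads in bone marrow, a log2 ratio of 2.43 (1.47 to 3.54). A single cell held 143 of the 155 reads. Il10 was too rare to compare, with 8 and 11 reads in skin and 17 and 3 reads in bone marrow.

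**Figure D3:**
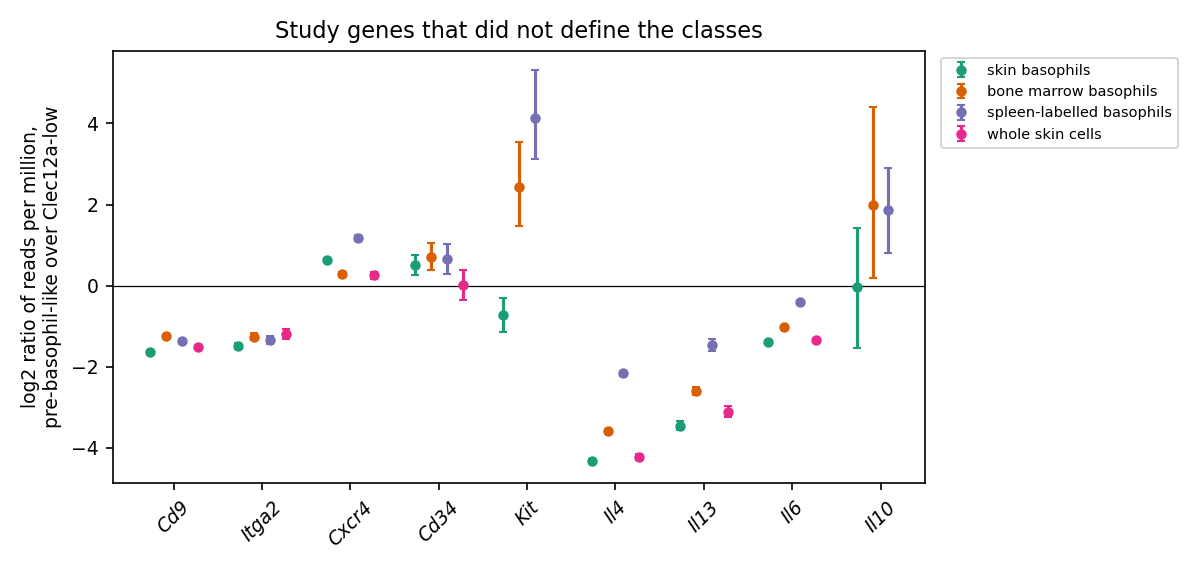
Points give the log2 ratio of RPM, pre-basophil-like over Clec12a-low (y axis), for 9 study genes that did not choose the classes (x axis), by hashtag, with exact 95% intervals for counting error. Points are left out where a class has fewer than 3 reads. Il4 had the lowest ratios, -4.33 in skin and -3.57 in bone marrow, and the Kit ratio in skin, -0.72, rested on a single cell.

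The study asked whether pre-basophils of infected skin keep proliferation genes. The median log2 ratio, pre-basophil-like over Clec12a-low, was taken over 3 gene lists fixed in advance and left out of the variable genes. The S phase list (43 genes) had a median of 2.25 (2.16 to 2.34) in skin and 2.02 (1.92 to 2.10) in bone marrow. The G2M phase list (54 genes) had medians of 1.58 (1.54 to 1.62) and 0.75 (0.70 to 0.79), and the chromosome segregation list (41 genes, 17 of them also in the G2M list) had medians of 1.66 (1.62 to 1.71) and 0.98 (0.94 to 1.02). Every gene of the 3 lists was higher in the pre-basophil-like cells of both tissues, and all 6 medians lay above those of all 10000 random lists of the same size and mean expression, whose own medians were 0.34 in skin and 0.23 in bone marrow for the S phase list. The mean over each list had the same sign as its median. The class was itself led by DNA replication genes, so the lists are not independent of it. The mean over cells of each cell's RPM moved the medians of the G2M phase and chromosome segregation lists most, to 3.22 and 3.26 in skin. A division of the basophil-like cells by whether they had a Clec12a read, in place of sub-clusters, moved the S phase list most. It gave 1.12 for that list and 1.23 for the chromosome segregation list in skin and 0.71 and 0.55 in bone marrow.

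**Figure D4:**
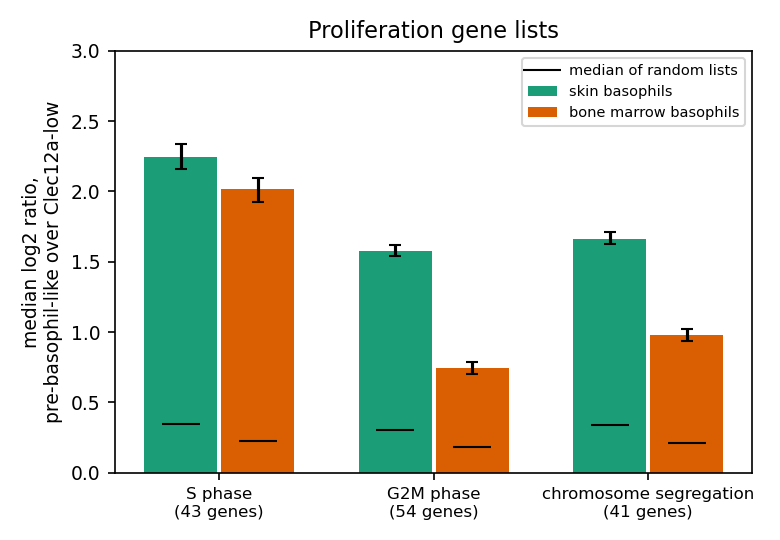
Bars give the median log2 ratio of RPM over each gene list, pre-basophil-like over Clec12a-low (y axis), for skin and bone marrow (colours), with 95% counting intervals, and black lines give the median of the random lists. The S phase list reached 2.25 in skin and 2.02 in bone marrow, and the G2M phase list 1.58 and 0.75.

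To compare pre-basophils between the tissues, skin was set over bone marrow within each class. For the 1654 genes at 100 RPM or more and read in at least 25% of the cells of either group, the median absolute log2 ratio was 0.0456 (0.0437 to 0.0477) in pre-basophil-like cells. For the 1504 such genes of the Clec12a-low class it was 0.167 (0.163 to 0.170). The central 95% of genes ran from -0.17 to 0.16 in pre-basophil-like cells and from -0.49 to 0.65 in Clec12a-low cells. Different sub-clusters made up the Clec12a-low class in each tissue. Of 2157 such cells in skin, 1166 were in sub-cluster 0 and 970 in sub-cluster 2, and of 1036 in bone marrow, 719 and 311 were. Within sub-cluster 0 alone the median absolute log2 ratio was 0.106, and within sub-cluster 2 alone it was 0.182. The hashtag of at least 5 times the unscaled reads of the next moved these values most, to 0.164 in pre-basophil-like cells, with 76 of skin, and to 0.419 in Clec12a-low cells.

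The largest ratios of skin over bone marrow were small in pre-basophil-like cells. They are the extremes of 1654 genes, whose median absolute log2 ratio lay inside the range of random divisions of the same cells (0.0412 to 0.0566). Single genes were not set against such divisions, and the intervals cover counting error only. These ratios therefore do not show a difference between the tissues. Among the highest were those of Gzmb (log2 ratio 0.44, 0.39 to 0.48), Dhx40 (0.32), Ifitm1 (0.29) and Usf2 (0.26), and the 5 lowest were those of Anapc11 (-0.35, -0.44 to -0.27), Nup210 (-0.33), Ube2c (-0.30), Arl6ip1 (-0.27) and Coq8b (-0.26). With a hashtag of at least 5 times the unscaled reads of the next, the ratio of Gzmb went to -0.32 and that of Usf2 to -0.54. In Clec12a-low cells, Car8 (log2 ratio 1.03, 0.95 to 1.11), Nr4a3 (1.03, 0.99 to 1.06), Dusp16 (0.96), Gzmb (0.95) and Nr4a1 (0.94) were highest in skin over bone marrow. Arrdc3 (-0.82, -0.89 to -0.74), Gm10282 (-0.79), Prss34 (-0.79), Arl6ip1 (-0.75) and Hmgn2 (-0.74) were lowest. None of these Clec12a-low ratios changed sign under the 8 alternatives run for them.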

Values the study reported

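For sorted cells of the bone marrow and the infected skin of twice-infected mice, the study reported 9 clusters and named clusters 0, 1, and 2 among them as basophils.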

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

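The tests on the barcodes and on the threshold of the correction for Cma1 and Ighg2c, and the tests of Kit without single cells, were chosen after the results had been seen.

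Reads of Cma1 and Ighg2c drew attention because they were found outside the matrix that was analysed. The uncorrected matrix held 25234 reads of these genes, 2853 of Cma1 and 22381 of Ighg2c, against a floor of 3 reads, and the corrected matrix lacked both genes. It lacked 6856 genes in all, with 48498 reads, and 6854 of them had been read in fewer than 5 barcodes, the fewest of any gene kept. Cma1 was read in 104 barcodes and Ighg2c in 322, which argues against a filter on the number of barcodes before correction. A candidate explanation is the threshold of the background correction. For each of the 86 genes that it lowered, the correction set all entries up to a threshold to 0, and the highest entry removed was 50 reads. Cma1 had 2 barcodes with more reads than that and Ighg2c had 3, fewer than the 5 barcodes of the least widely read gene kept, so a correction followed by a filter on barcodes could remove both. Cma1 is a mast cell marker, and 50 whole skin cells, 21 skin, 19 spleen-labelled and 13 bone marrow basophils had a read of it. Its absence from the corrected matrix therefore does not show that mast cells were absent. The mast cell markers Mcpt4 and Tpsb2 were not lowered by the correction and were highest in sub-cluster 3. Mcpt4 stood at 169 RPM there, against at most 0.95 in any other cluster, and Tpsb2 at 42.7 against at most 0.26. How many cells held these reads was not examined. No biological explanation was tested.

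Kit drew attention because its ratio, pre-basophil-like over Clec12a-low, went opposite ways in the tissues, with a log2 ratio of -0.72 in skin and 2.43 in bone marrow. The difference between the tissues was not tested. A single Clec12a-low skin cell held 143 of the 155 Kit reads, and without it the log2 ratio in skin was 2.97 (2.07 to 3.99), from 70 and 12 reads. Another single cell held 37 of the 70 reads of the pre-basophil-like class, and without the top cell of each class the log2 ratio was 1.89 (0.90 to 2.98), from 33 and 12 reads. The sign was then that of bone marrow, but the size rests on few cells, which these intervals do not cover. The Clec12a-low cell with the 143 Kit reads had 132202 reads in all, with 1508 reads of Cma1, 1764 of Cpa3 and none of Clec12a in the uncorrected matrix. It also had 570 whole skin hashtag reads, against 27 of the skin and 29 of the bone marrow hashtag. A candidate explanation is a mast cell of whole skin that received a skin call after scaling. In the alternative with a scaled hashtag of at least 5 times the next, the log2 ratio in skin was 2.58. A difference in Kit between skin and bone marrow stays open. In pre-basophil-like cells the log2 ratio of skin over bone marrow was 0.09 (-0.40 to 0.57), but -0.79 as a mean over cells. Without the top cell of each tissue it was -0.73 (-1.38 to -0.10), from 33 and 64 reads, and this interval does not cover the spread between cells either.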

How the results depend on the processing

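The hashtag calls without scaling and without the barcodes of over 1000000 hashtag reads, the removal of cells by scrublet score, the sub-cluster led by macrophage genes counted as Clec12a-low, the division by Clec12a reads, the first spelling of the gene lists, and the stricter scaled hashtag as used for numbers of cells and Clec12a reads were tests chosen after the results had been seen. The remaining alternatives were chosen before the data were examined. The levels used to name clusters were set after the clusters had been seen and were not varied. No paired analysis was possible because each hashtag is 1 pooled sample. A value counts as moved when it left the 95% counting interval of the reported value, or for a number of cells when it changed by over 1.5 times. By that measure 145 of the values that answer a comparison moved and 76 stayed. The number of study genes that were higher in pre-basophil-like than in Clec12a-low cells, whatever the size, has no counting interval and is not among these. It was 6 in skin (5 to 8 under alternatives) and 8 in bone marrow (6 to 8). Both numbers include the 4 markers that chose the class, so they were fixed in part in advance. That of bone marrow also includes Il10, with 17 and 3 reads. Only values that moved are given for each alternative, and the cause was not tested unless it is named.

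The order of bone marrow, whole skin, sorted skin and spleen-labelled cells, from high to low, was kept in all 12 alternatives of the pre-basophil-like share with 4 hashtags and in all 8 of the Clec12a share. All 63 list medians and means under alternatives lay above every random list and ran from 0.55 to 3.26. Of the pre-basophil-like shares 24 moved and 26 stayed, and of the basophil-like shares 36 moved and 14 stayed. With cells of at least 500 genes and under 25% mitochondrial reads none of the 8 shares moved.

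With the uncorrected matrix the basophil-like share was 71.0% in skin, 93.7% in bone marrow, 84.8% in spleen-labelled cells and 23.6% in whole skin, and the pre-basophil-like share 28.0% in skin, 47.8% in bone marrow and 31.9% in whole skin. At resolution 0.6 the basophil-like share was 69.9% in skin, 83.6% in spleen-labelled cells and 22.1% in whole skin, and the pre-basophil-like share 24.9% in skin, 41.7% in bone marrow, 9.28% in spleen-labelled cells and 30.7% in whole skin. With 10 principal components the basophil-like share was 83.8% in spleen-labelled cells and 22.1% in whole skin, and the pre-basophil-like share 47.7% in bone marrow. Without regression the pre-basophil-like share was 31.8% in skin, 54.1% in bone marrow and 12.9% in spleen-labelled cells. With all genes allowed among the variable genes the basophil-like share was 66.7% in skin, 89.3% in bone marrow and 78.2% in spleen-labelled cells. With bone marrow and skin hashtags only, which gives no value for the other hashtags, the basophil-like share was 71.6% in skin and 94.0% in bone marrow, and the pre-basophil-like share 26.6% in skin and 45.8% in bone marrow. Without the 5% of cells of highest scrublet score the basophil-like share was 72.1% in skin, 94.2% in bone marrow, 87.0% in spleen-labelled cells and 23.8% in whole skin, and the pre-basophil-like share 35.8% in whole skin. With the gene lists in their first spelling, under which the run had been seen first, the basophil-like share was 66.4% in skin, 88.6% in bone marrow and 77.5% in spleen-labelled cells. Removal at scrublet's own threshold was not run, since it marked 1 of 17668 cells. With the sub-cluster led by macrophage genes counted as Clec12a-low, which by construction enlarges the class, the basophil-like share was 71.2% in skin, 93.9% in bone marrow, 84.7% in spleen-labelled cells and 23.6% in whole skin, and the pre-basophil-like share 34.7% in whole skin.

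With a scaled hashtag of at least 5 times the next, 2521 cells in skin and 1375 cells in bone marrow were left, fewer by construction. The basophil-like share was then 81.0% in skin, 93.8% in bone marrow, 90.3% in spleen-labelled cells and 16.4% in whole skin, the pre-basophil-like share 10.01% in spleen-labelled cells and 35.3% in whole skin, and the Clec12a share 9.53% in spleen-labelled cells and 24.8% in whole skin. The list medians (log2) were S phase 1.88 in bone marrow, G2M phase 1.51 in skin and 0.93 in bone marrow and chromosome segregation 1.12 in bone marrow, and the median absolute log2 ratio of skin over bone marrow was 0.0556 in pre-basophil-like cells and 0.196 in Clec12a-low cells. With the hashtag reads scaled without the barcodes of over 1000000 reads, 4449 cells in bone marrow were called. The basophil-like share was 66.1% in skin, 81.4% in bone marrow and 13.6% in whole skin, the pre-basophil-like share 26.8% in skin, 46.4% in bone marrow, 9.6% in spleen-labelled cells and 33.2% in whole skin, and the Clec12a share 19.9% in skin, 34.3% in bone marrow, 9.04% in spleen-labelled cells and 23.7% in whole skin. The list medians were S phase 2.40 in skin and 1.90 in bone marrow, G2M phase 1.73 in skin and 0.86 in bone marrow and chromosome segregation 1.87 in skin and 1.06 in bone marrow, and the median absolute ratio was 0.189 in Clec12a-low cells. With unscaled hashtag reads of at least 5 times the next, 448 cells in skin and 1092 cells in spleen-labelled cells were left. The basophil-like share was 85.9% in skin, 93.4% in bone marrow, 95.3% in spleen-labelled cells and 15.2% in whole skin, the pre-basophil-like share 19.7% in skin, 6.34% in spleen-labelled cells and 30.8% in whole skin, and the Clec12a share 13.9% in skin, 6.8% in spleen-labelled cells and 21.7% in whole skin. The list medians were S phase 2.40 in skin and 1.78 in bone marrow, G2M phase 2.93 in skin and 0.95 in bone marrow and chromosome segregation 2.93 in skin and 1.11 in bone marrow, and the median absolute ratio was 0.164 in pre-basophil-like cells and 0.419 in Clec12a-low cells, where random divisions of as many pre-basophil-like cells gave a median of 0.126.

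Without thinning the share of basophil-like cells with a Clec12a read was 31.2% in skin, 49.4% in bone marrow, 17.1% in spleen-labelled cells and 37.2% in whole skin, and with at least 3 reads required 7.4% in skin, 13.1% in bone marrow, 2.63% in spleen-labelled cells and 8.62% in whole skin, higher and lower by construction. Thinned to 3 times the depth it was 48.9% in skin, 62.8% in bone marrow, 27.2% in spleen-labelled cells and 60.3% in whole skin. That depth also changed the cells, since 1590 of 3078 skin, 770 of 2083 bone marrow, 1981 of 3641 spleen-labelled and 712 of 1360 whole skin cells were too shallow. At 4000 reads the cells kept had 35.9%, 47.3%, 17.6% and 42.9%, so both depth and the set of cells moved the share. Among cells with a Cd200r3 and an Ms4a2 read it was 28.0% in skin and 41.6% in bone marrow.

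As a mean over cells of each cell's reads per 1000000 reads, the list medians were S phase 3.09 in skin and 2.88 in bone marrow, G2M phase 3.22 in skin and 2.07 in bone marrow and chromosome segregation 3.26 in skin and 2.32 in bone marrow, and the median absolute ratio of skin over bone marrow was 0.0582 in pre-basophil-like cells and 0.155 in Clec12a-low cells. Against Clec12a-low sub-cluster 0 on its own the list medians were S phase 1.97 in skin and 1.89 in bone marrow, G2M phase 1.24 in skin and 0.66 in bone marrow and chromosome segregation 1.32 in skin and 0.87 in bone marrow, and the absolute ratio 0.106 in Clec12a-low cells. Against sub-cluster 2 on its own they were S phase 2.85 in skin and 2.46 in bone marrow, G2M phase 2.62 in skin and 1.48 in bone marrow and chromosome segregation 2.72 in skin and 1.66 in bone marrow, and the absolute ratio 0.182 in Clec12a-low cells. Against sub-cluster 4 on its own, with 21 skin cells, the median was S phase 1.76 in skin, and bone marrow, with fewer than 20 such cells, gave no value. For cells with a Clec12a read over cells without, the medians were S phase 1.12 in skin and 0.71 in bone marrow, G2M phase 1.24 in skin and 0.60 in bone marrow and chromosome segregation 1.23 in skin and 0.55 in bone marrow. The mean over the list was S phase 2.13 in skin and 1.90 in bone marrow and G2M phase 1.48 in skin. With sub-clusters at resolution 0.6 the medians were G2M phase 1.47 in skin and 0.69 in bone marrow, and the absolute ratio 0.0484 in pre-basophil-like cells and 0.181 in Clec12a-low cells.

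Of 532 ratios of single genes under alternatives, 316 moved (190 away from 0 and 126 toward or past it), 211 stayed and 5 of at least 2-fold reversed. Counting ratios of any size, 39 changed sign. Kit, skin over bone marrow in Clec12a-low cells, went from 3.23 to -0.057 as a mean over cells and to -0.015 in sub-cluster 2. A single cell held most of the reads. Il13, pre-basophil-like over Clec12a-low in skin, went from -3.45 to 2.41 against sub-cluster 4, and Il10 in bone marrow from 1.98 to -0.30 against sub-cluster 2. Il10 of skin over bone marrow in Clec12a-low cells went to -0.85 with a scaled hashtag of at least 5 times the next. A class below the floor of 3 reads of a gene was set to the floor. This was so for 13 of 400 ratios of study genes under alternatives, and 3 of the 5 reversals were among them. Most of these classes had fewer than 3 reads, but for Il10 as a mean over cells the bone marrow Clec12a-low class held 3 reads. The Clec12a-low side had 1 read of Il13 in sub-cluster 4, no read of Il10 in sub-cluster 2 of bone marrow, and 2 reads of Kit in sub-cluster 2 of bone marrow. Their ratios 2.41, -0.30 and -0.015 are therefore lower bounds, and those of Il10 and Kit need not be reversals. The Il10 ratio of -0.85 rested on 3 reads in each tissue.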

Other observations

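The tests on random divisions of cells, on the barcodes of over 1000000 hashtag reads, on skin hashtag reads above background, on genes of sub-cluster 0 and on the overlap of intervals under alternatives were chosen after the results had been seen, as was the unscaled hashtag threshold.

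The pre-basophil-like share of basophil-like cells was 9.12 percentage points higher in unsorted whole skin than in sorted skin. Enrichment for CD49b, which might leave out cells with less of it, stays open as a technical explanation. Itga2, the gene of CD49b, was lower in pre-basophil-like than in Clec12a-low cells, with a log2 ratio of -1.49 in sorted skin and -1.18 in whole skin. The intervals of the shares overlapped in 2 of 12 alternatives, the uncorrected matrix (28.0% in sorted and 31.9% in whole skin) and a scaled hashtag of at least 5 times the next (30.6% and 35.3%), so this difference is not firm. Both samples are infected skin, and no biological explanation was tested.

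The share in bone marrow was higher than that in skin, and bone marrow cells were also read more deeply. At 1 depth of 4000 reads the gap in the share of cells with a Clec12a read was 14.5 percentage points, against 18.2 before thinning, and the ratio of the shares was 1.64 against 1.58. Depth on its own is therefore unlikely to account for the gap. Doublets might also raise reads per cell, and pre-basophil-like cells had a median of 20164.5 reads against 9998. Without the 5% of cells of highest scrublet score the pre-basophil-like share was 29.6% in skin and 50.2% in bone marrow, so the gap stayed. Doublets stay open all the same, since scrublet's own threshold marked only 1 of 17668 cells and did not work on these data. A difference between the tissues themselves stays open as a hypothesis that 1 pooled sample per tissue cannot test.

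The deposited hashtag calls depended on scaling. For all 17668 cells the call was the hashtag with most reads after each hashtag had been scaled to the same total. A pair of barcodes held 17337419 of the 19713396 bone marrow hashtag reads (87.9%), and the bone marrow total was 40.6 times the skin total with them and 5.34 times without. Of 5747 cells that were not basophil-like and whose whole skin hashtag had at least 5 times the unscaled reads of the next, 790 (13.7%) were called skin basophils and 327 (5.69%) spleen-labelled basophils. Without those barcodes in the scaling 796 were called skin basophils, which decides nothing about them. The bone marrow total does not enter a comparison of the skin with the whole skin hashtag, and the skin total also fell, from 485986 to 444799. The whole skin hashtag had 34.2 times the reads of the skin hashtag, and a division by such unequal totals may itself give whole skin cells a skin call. In the alternatives with stricter hashtags the basophil-like share of sorted skin rose to 81.0% and 85.9%. No biological explanation was tested.

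Some pre-basophil-like cells called skin could be bone marrow cells with a wrong hashtag. They had medians of 24 skin and 36 bone marrow hashtag reads, against 33 and 13 in Clec12a-low cells called skin. The bone marrow hashtag was likewise higher in pre-basophil-like than in Clec12a-low cells called spleen-labelled (30 against 6) and whole skin (13 against 3). Where the skin hashtag had at least 5 times the unscaled reads of the next, the share in skin was 19.7%, down from 29.9%, while the threshold chosen in advance, 5 times after scaling, gave 30.6%. With hashtag reads scaled without the barcodes of over 1000000 reads it was 26.8%. The share thus fell under both hashtag alternatives chosen after the result had been seen, and not under the planned one. Free skin hashtag could also give a skin call to cells of other origin. Of the cells of sub-cluster 1, the pre-basophil-like cells, 4.07% (3.38 to 4.85) lay above the background level of the skin hashtag, against 10.99% in sub-cluster 2. Of background cells, 5% do so by construction. That level, 63 reads, was set in cells that were not basophil-like. Such cells called whole skin had a median of 1029 whole skin hashtag reads, against 56 in pre-basophil-like ones. Cells with a true skin label can therefore lie below the level, and the share above it does not decide whether skin calls are right. For the bone marrow hashtag, 19.1% of sub-cluster 1 lay above its background level. By the hashtag medians and the unscaled threshold, wrong or free hashtags may account for part of the share in skin. How large a part was not determined. In unsorted skin, where the whole skin hashtag had at least 5 times the unscaled reads of the next, 329 of 1068 basophil-like cells (30.8%) were pre-basophil-like. A true share of pre-basophils in sorted skin stays open as well, since labelled cells can lie below the background level, and sub-cluster 0, with 3.92% above it, showed no excess of skin hashtag either. Apart from these calls, the study detected CLEC12A-high pre-basophils by flow cytometry in skin lesions of the repeated infection.

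The small difference between pre-basophil-like cells called skin and called bone marrow was set against 100 random divisions of the same cells into sets of the same sizes, as a description of these cells and not as a test. The median absolute log2 ratio of 0.0456 lay inside the range of the random divisions (0.0412 to 0.0566), which is consistent with calls that divide 1 population, whether through like profiles in both tissues or through wrong hashtags. In sub-cluster 0 the ratio of 0.106 lay above the range (0.0545 to 0.0935), and in sub-cluster 2 the ratio of 0.182 did so too (0.0925 to 0.167), so the calls separated unlike cells there. Among pre-basophil-like cells of a clear skin or bone marrow hashtag, 76 and 987 cells, the ratio was 0.164 and lay just above the range (0.112 to 0.154), while sub-clusters 0 and 2 lay inside it under the same calls (0.233 in 0.119 to 0.234, and 0.208 in 0.121 to 0.211). In all, 24 comparisons of hashtags were set against random divisions, 6 lay above the range, and 1 of the 8 within pre-basophil-like cells did so, which is the one given here. Whole skin set against bone marrow under the same clear calls, 329 and 987 pre-basophil-like cells, gave a ratio of 0.0777, inside the range (0.0606 to 0.0892). The closeness of pre-basophil-like cells of sorted skin and bone marrow may rest in part on the hashtag calls, but this larger comparison showed no difference beyond the range. A biological likeness stays open as a hypothesis.

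Sub-cluster 2 stood apart from the other basophil-like cells, with a median of 7601.5 reads and Il4, Areg and Il13 in the lead. Cells of another type with free basophil RNA could give such a sub-cluster, but marker levels argue against the types named here. In RPM, Mrc1 stood at 58.8 against 3420 in monocyte/macrophage-like cells, and S100a8 at 0.67 against 19462 in neutrophil-like cells. Cd3e stood at 0.87 against 197 in T cell-like cells, and Cd79a at 0.51 against 1336 in B cell-like cells. Col1a1 stood at 0.0 against 6398 in fibroblast-like cells. Some lay closer, such as Adgre1 (106 against 225 in monocyte/macrophage-like cells). These levels do not cover a type without a name here. The 8 basophil markers had ratios of 1.22 (Prss34) to 23.9 (Il4) over the highest cluster that was not basophil-like, with a median of 2.61. The same markers had named the clusters, so these ratios decide nothing. However, 3 of the markers were higher in sub-cluster 2 than in any other cluster, Il4, Gata2 (2135 RPM against at most 1793) and Cyp11a1 (1607 against at most 1188). Free RNA of the other sub-clusters could not reach such levels, so these genes argue against it. The remaining markers were lower than in sub-cluster 0. Marker levels were compared after the result had been seen. A further 23 genes of sub-cluster 0, not used to name clusters and at least 4 times as high there as in any cluster that was not basophil-like, had a median level of 0.458 of sub-cluster 0 (quartiles 0.359 and 0.698). The highest of the clusters that were not basophil-like had a median of 0.212. The level thus lay between, and 21 of the 23 genes were higher than in those clusters. The choice of genes kept the level of those clusters low (at most 0.244), so this comparison decides nothing about free RNA. Basophils in an activated state are a hypothesis that was not tested.

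Bone marrow and skin cells alone formed 9 clusters, 4 of them basophil-like, and 1 sub-cluster of these was pre-basophil-like. A difference from the clusters named in the study may come from names that were rebuilt here, and in this alternative the pre-basophil-like share was 26.6% in skin and 45.8% in bone marrow.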
